# A Systematic Approach to Identify Markers of Distinctly Activated Human Macrophages

**DOI:** 10.3389/fimmu.2015.00253

**Published:** 2015-05-27

**Authors:** Bayan Sudan, Mark A. Wacker, Mary E. Wilson, Joel W. Graff

**Keywords:** human macrophages, activation markers, microarray, integrated fluidic circuit RT-PCR, macrophage polarization

## Abstract

Polarization has been a useful concept for describing activated macrophage phenotypes and gene expression profiles. However, macrophage activation status within tumors and other settings are often inferred based on only a few markers. Complicating matters for relevance to human biology, many macrophage activation markers have been best characterized in mice and sometimes are not similarly regulated in human macrophages. To identify novel markers of activated human macrophages, gene expression profiles for human macrophages of a single donor subjected to 33 distinct activating conditions were obtained and a set of putative activation markers were subsequently evaluated in macrophages from multiple donors using integrated fluidic circuit (IFC)-based RT-PCR. Using unsupervised hierarchical clustering of the microarray screen, highly altered transcripts (>4-fold change in expression) sorted the macrophage transcription profiles into two major and 13 minor clusters. Among the 1874 highly altered transcripts, over 100 were uniquely altered in one major or two related minor clusters. IFC PCR-derived data confirmed the microarray results and determined the kinetics of expression of potential macrophage activation markers. Transcripts encoding chemokines, cytokines, and cell surface were prominent in our analyses. The activation markers identified by this study could be used to better characterize tumor-associated macrophages from biopsies as well as other macrophage populations collected from human clinical samples.

## Introduction

Macrophages assume critical roles in almost every tissue and disease state through their ability to assume distinct functional capacities in different microenvironments. Macrophages respond to a variety of external stimuli to assume different polarized activation states. Distinctly polarized macrophages, modeled *in vitro* using specific activating conditions, can be defined by functional attributes such as microbicidal activity, and by unique gene expression profiles. An early study contrasting functional and gene expression differences between IFNγ- and IL-4-treated macrophages proposed that the latter phenotype be described as alternative activation (1), a very different macrophage phenotype from IFNγ- or classically activated macrophages. Since that time, many additional polarized macrophage types, induced by different stimuli, have been proposed.

Several competing systems have been proposed in an attempt to provide a framework that describes the complexity of macrophage polarization. The first system describes macrophage phenotypes as a linear continuum with M1 (classically activated) and M2 (alternatively activated) macrophages at opposite ends (2, 3). The second system describes macrophage phenotypes as a spectrum akin to a color wheel, with classically activated, wound healing, and regulatory macrophages used as examples of unique polarized phenotypes that do not fit well within a linear continuum (4). A modified version of the M1–M2 system acknowledged the diversity of macrophage phenotypes with descriptions such as M1a, M1b, M2a, M2b, and M2c (5, 6). Additions to the M1–M2 nomenclature system have proposed naming macrophages differentiated in the presence of CXCL4 as “M4” (7) and IL-17-treated macrophages “M17” (8). To standardize the burgeoning descriptions of polarized macrophage types, it has been suggested that the activation condition be defined in the name of the polarized macrophage [M(IL-4), M(IL-10), M(LPS), M(IFNγ), and so forth (9)]. To preserve clarity, we have employed this descriptive nomenclature system to describe the activated macrophages in the current report (Table 1).

**Table 1:** **Macrophage-activating conditions and nomenclature used in this study**.

Single stimulus treatments	Previous nomenclature	Current nomenclature
1. GM-CSF (100 ng/ml)	M1	M(GM-CSF)
2. IFNβ (20 ng/ml)		M(IFNβ)
3. IFNγ (20 ng/ml)	M1, classical	M(IFNγ)
4. IL-1β (100 ng/ml)		M(IL-1β)
5. IL-4 (20 ng/ml)	M2, M2a, alternative, wound healing	M(IL-4)
6. IL-10 (50 ng/ml)	M2c	M(IL-10)
7. TGFβ (5 ng/ml)	M2c	M(TGFβ)
8. TNFα (100 ng/ml)		M(TNFα)
9. Curdlan (20 μg/ml)^a^		M(Curdlan)
10. TDB (20 μg/ml)		M(TDB)
11. PolyI:C (2 μg/ml)		M(PolyI:C)
12. LPS (10 ng/ml)	M1, classical	M(LPS10)
13. LPS (100 ng/ml)	M1, classical	M(LPS100)
14. Adenosine (100 μM)		M(Ado)
15. IgG-OVA immune complexes (IC)^a^		M(IC)
16. Dexamethasone (100 nM)	M2c	M(Dex)

**Combinational treatments**	**Previous nomenclature**	**Current nomenclature**

17. TDB + IFNγ		M(TDB + IFNγ)
18. TDB + IC^a^		M(TDB + IC)
19. TDB + IL-4		M(TDB + IL-4)
20. TDB + IL-10		M(TDB + IL-10)
21. LPS (10 ng/ml) + IFNγ	M1	M(LPS + IFNγ)
22. LPS (100 ng/ml) + IC^a^	M2b, regulatory	M(LPS + IC)
23. LPS (10 ng/ml) + IL-4		M(LPS + IL-4)
24. LPS (10 ng/ml) + IL-10		M(LPS + IL-10)
25. Adenosine + IFNγ		M(Ado + IFNγ)
26. Adenosine + IC^a^		M(Ado + IC)
27. Adenosine + IL-10		M(Ado + IL-10)
28. TGFβ + GM-CSF		M(TGFβ + GM-CSF)
29. TGFβ + IL-1β		M(TGFβ + IL-1β)
30. TGFβ + LPS (100 ng/ml)		M(LPS + TGFβ)
31. Dexamethasone + GM-CSF		M(Dex + GM-CSF)
32. Dexamethasone + IL-1β		M(Dex + IL-1β)
33. Dexamethasone + LPS (100 ng/ml)		M(LPS + Dex)

*^a^Treatments with chicken ovalbumin and with Curdlan likely had endotoxin contamination due to the extraction processes used to obtain these reagents (10, 11)*.

Macrophages are often very abundant within tumors (12, 13). There is evidence that macrophages can promote tumorigenesis, tumor growth, and metastasis (14). Despite macrophage pro-tumor activities, tumor-associated macrophages (TAMs) display a wide range of phenotypic diversity within a tumor due to ontogeny, activation signals, and localization (15). The plasticity of macrophage phenotypes is well known (16, 17) and this characteristic has provided a therapeutic target whereby macrophages are encouraged to switch functionally from pro-tumor to anti-tumor. Clinical approaches that modify macrophage activation in this way include blockade of M-CSF, low-dose irradiation, and combinational therapies (18–21). What is lacking is a thoroughly characterized and reliable set of macrophage activation markers that would allow for improved characterization of activation patterns, and monitoring of the therapeutic efficacy of macrophage-targeted treatments.

Gene expression profiles using microarrays have been used to analyze activation of primary human monocytes and monocyte-derived macrophages (MDMs) (7, 22–32). Until very recently (33), most transcriptome-based approaches to characterize polarized macrophages contrasted two macrophage-activating conditions in each study. Using a blood sample from a single human donor, we surveyed gene expression profiles in primary macrophages activated with 33 different activating conditions. This data set served as a rich resource for identifying putative human macrophage activation markers. As a follow-up approach, integrated fluidic circuit (IFC)-based RT-PCR was used to examine a panel of transcripts to verify the reproducibility of the gene expression changes from multiple donors. This latter assay was also used to determine the expression kinetics of previously described markers of human macrophages as well as novel markers identified by the microarray-based screen.

## Materials and Methods

### Human subjects

Human subject protocols were approved by Institutional Review Boards of the University of Iowa and the Iowa City Veterans Affairs Medical Center. Peripheral blood samples from anonymous, healthy donors were acquired through the DeGowin Blood Bank at the University of Iowa.

### Integrated fluidic circuit-based RT-PCR

RNA purified from MDMs using TRIzol was reverse transcribed in random hexamer-primed reactions with SuperScript III RT (Invitrogen). The cDNA was pre-amplified for 14 PCR cycles in reactions primed by a master mix of 48 TaqMan Gene Expression Assays (Applied Biosystems) using PreAmp Master Mix (Applied Biosystems) with a modified protocol according to recommendations by Fluidigm. Following a 1:5 dilution of pre-amplified product in water, 48 samples and 48 TaqMan Gene Expression Assays were loaded onto 48.48 Dynamic Array IFC plates (Fluidigm) using the 48.48 MX IFC Controller (Fluidigm). Real-time PCR was performed using the BioMark System for Genetic Analysis (Fluidigm). Cycle threshold (Ct) values were determined using real-time PCR analysis v3.1.3 software (Fluidigm). Ct values corresponding to transcripts encoding ACTB, B2M, and TBP were used as endogenous controls. Changes in transcript expression were calculated using the ΔΔCt method and converted to log_2_ scale using Excel 2010. Line graphs of time course experiments were generated using Prism 6 (GraphPad). Heat maps were generated using Partek Genomic Suite software.

### Cell purification and culture

Peripheral blood mononuclear cells (PBMCs) were isolated from the blood by density sedimentation using Ficoll-Paque PLUS (GE Healthcare) and maintained in Petri dishes at a density of 5e7 cells/dish in 10 ml RP-10 medium [RPMI 1640 medium (Gibco) supplemented with 10% fetal bovine serum (Gibco), 100 U/ml penicillin, 50 μg/ml gentamicin, and 5 ng/ml M-CSF (eBioscience)]. After 10 days, non-adherent cells were removed by rinsing and the adherent MDMs were dislodged with cell scraping following incubation at 37°C for 10 min in 0.25% Trypsin/1 mM EDTA solution (Gibco). MDMs were seeded in 12-well tissue culture-treated plates (Corning) at 5e5 cells/well in 2 ml RP-10 and allowed to rest for 2 days at 37°C. Before treatment with macrophage-activating conditions, the culture medium was replaced with 1 ml fresh RP-10 per well. At 24 h post-treatment, RNA was purified from MDMs using TRIzol Reagent (Invitrogen).

### Macrophage-activating stimuli

All stock solutions were stored at −80°C unless otherwise noted. The sources of human recombinant cytokines were as follows: IL-1β (eBioscience), IL-4 (PeproTech), IL-10 (R&D Systems), IFNβ (PeproTech), IFNγ (PeproTech), GM-CSF (eBioscience), TNFα (PeproTech), and TGFβ (R&D Systems). These cytokines were stored at concentrations recommended by the manufacturers and were subjected to no more than two freeze–thaw cycles. Dexamethasone powder (Sigma-Aldrich) was suspended in 1 part ethanol and subsequently diluted in 49 parts medium to a stock concentration of 50 μM. Phenol-extracted *Escherichia coli* 055:B5 LPS (Sigma-Aldrich) and polyinosinic:polycytidylic acid sodium salt (PolyI:C) (Sigma-Aldrich) were stored at a stock concentration of 1 mg/ml in RP-10. Adenosine (Sigma-Aldrich) was suspended in RP-10 at a stock concentration of 10 mM.

Chicken ovalbumin (MP Biomedicals) was suspended at 2 mg/ml in PBS lacking Ca^++^ or Mg^++^ (Gibco) and goat anti-chicken ovalbumin (MP Biomedicals) was suspended in water at 16 mg/ml. Immune complexes (IC) were prepared fresh for each experiment by combining ~10:1M excess of antibody to antigen and incubating with end-over-end rotation at room temperature for 30 min. Curdlan (InvivoGen) was also freshly prepared for each experiment by suspension in RP-10 at a concentration of 1 mg/ml.

Trehalose-6,6-dibehenate (TDB) (InvivoGen) was suspended at a concentration of 10 mg/ml in DMSO and heated to 60°C for 30 s. After vortexing, the TDB/DMSO solution was diluted to 1 mg/ml by the addition of PBS. This stock solution was heated to 60°C for 15 min and stored at 4°C.

### Microarrays

RNA sample preparation for microarrays and the subsequent hybridization to the Illumina beadchips were performed at the University of Iowa DNA Facility. Three Human HT-12 v4 BeadChips (Illumina) were processed individually in this experiment with 1 sample from an untreated control and 11 samples from polarized macrophages loaded onto each array. Briefly, 100 ng total RNA from each of the 36 samples was amplified and converted to biotin-cRNA using the Epicenter TargetAmp-Nano Labeling Kit for Illumina Expression BeadChip (Illumina). The biotin-aRNA product was purified using the RNeasy MinElute Cleanup Kit (Qiagen) according to modifications from Epicenter. Seven hundred fifty nanograms of this product were mixed with Illumina hybridization buffer, placed onto each beadchip array, and incubated with rocking at 58°C for 17 h in an Illumina Hybridization Oven. Following hybridization, the arrays were washed, blocked, and stained with streptavidin-Cy3 using the Whole-Genome Gene Expression Direct Hybridization Assay (Illumina). Beadchip arrays were scanned with the iScan System (Illumina) and data were collected using the GenomeStudio software v2011.1 (Illumina). The expression data has been deposited in NCBI Geo repository (GSE68854).

### Transcript expression analysis

Partek Genomic Suite v6.5 (Partek) was used to perform robust multi-array averaging and to calculate gene expression changes. A data set comprising of 1874 transcripts with changes in expression of more than fourfold relative to untreated controls was submitted to unsupervised hierarchical clustering and principal components analysis using default settings in Partek Genomic Suite software. Briefly, for unsupervised hierarchical clustering, agglomerative clustering was used to determine Euclidean dissimilarity distances using an average linkage method. For principal components analysis, a dispersion matrix based on correlations was normalized using Eigenvector scaling. Contribution of individual transcripts to each of the principal components was determined using the FactoMineR package in R. After principal component analysis was completed the contribution of each transcript to each of the components was extracted and ranked using Excel 2010.

Correlation coefficients were calculated for each pairwise combination of the 33 activated macrophage expression profiles for the 1874 regulated transcripts using the corandPvalue function of the WGCNA package in R. The data were then converted to heat maps using Excel (Microsoft).

For gene ontology (GO) analysis, the STRING database (version 9.05; string-db.org) was used to identify the 1615 protein coding RNAs in our set of 1874 regulated transcripts. Also, within the STRING database website, the GO categories enriched in the set of 1615 regulated transcripts identified as protein coding RNAs were determined.

## Results

### Survey of proposed human macrophage activation marker expression in MDMs responding to six distinct activation conditions

Transcripts used as markers of polarized human macrophages should change expression in response to one stimulus or a limited number of related activation stimuli. Additionally, macrophage activation markers should have sustained, rather than transient, changes in expression. In primary human macrophages responding to a variety of activation conditions, we evaluated the expression kinetics of transcripts that encode 11 proposed activation markers (4, 6, 9) over a 24-h period (Figure 1). Several observations from this survey were notable. First, some commonly assessed transcripts, TNF and IL-10, were rapidly induced in M(LPS) and M(Curdlan) but returned to near basal expression by the 24-h time point. Second, although many genes were similarly regulated in M(IFNβ) and M(IFNγ), the expression patterns of CD163 and CXCL9 were distinct in response to these two interferon types. Third, most markers have been noted because of their increased expression in response to macrophage activation conditions but many transcripts in this panel showed a remarkable reduction in expression. Finally, the expression level of many activation marker transcripts was either continuing to change or was sustained at high levels at the 24-h time point. Together, these observations revealed there is a need for a systematic attempt to identify reliable activation markers whose expression was either up- or down-regulated in human macrophages, and which exhibited sustained expression level changes in response to an array of activation conditions.

**Figure 1:**
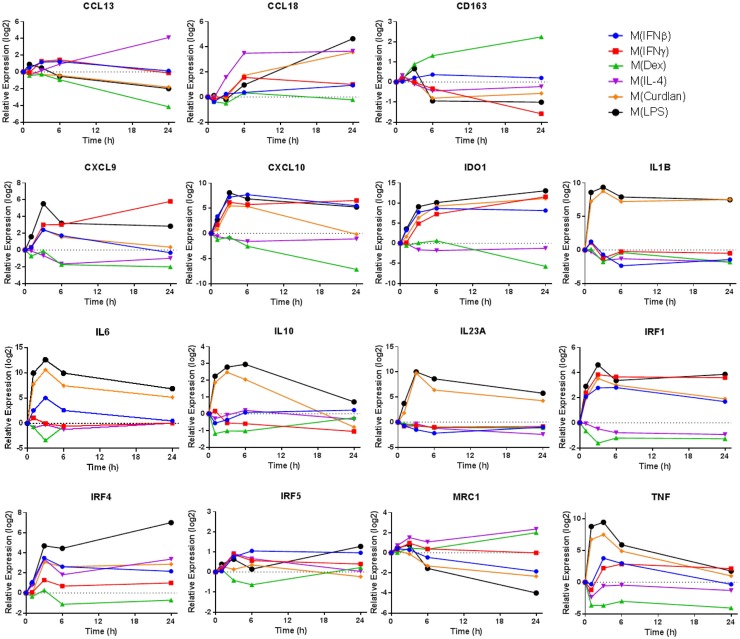
**Expression kinetics of previously proposed macrophage activation markers**. At 1, 3, 6, and 24 h time points, RNA was collected from untreated MDM controls as well as M(IFNβ), M(IFNγ), M(Dex), M(IL-4), M(Curdlan), and M(LPS). Using IFC-based RT-PCR, the changes in expression for each indicated transcript relative to the untreated MDM controls was determined at each time point for the six types of activated MDMs (*N* = 1).

### Expression profiling of a diverse array of activated human macrophages

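Gene expression was measured on Illumina HT-12 v4 BeadChips in macrophages grown from blood monocytes (MDMs) of a single donor, 24 h after treatment. The deposited labels name 33 activating conditions with 1 array each and 3 arrays of untreated MDMs described as technical replicates, so a difference between conditions has no replicate check. The labels and Table 1 give different doses for adenosine (10 and 100 µM) and for polyI:C (20 and 2 µg/ml). The deposited value table holds background-subtracted intensities of 47231 probes for each of the 36 arrays. The sorted intensities were nearly equal within 2 sets of 12 and 24 arrays, with a mean difference of 0.00832 units within a set and 5.43 units between the sets. Between 35.1 and 36.3% of the probes of an array lay above a background limit of 16.7 units, which is 3 times the noise SD of 5.57 units taken from the values below 0. Starting from these intensities, the background was corrected with the convolution model of robust multi-array averaging, the 36 arrays were quantile normalized together, and values were taken to the log2 scale. The probe with the highest mean signal was kept for each gene symbol and probes without a symbol were kept as they were, which gave 37164 transcripts, 20046 of them with a symbol. The deposited labels were then set against the expression changes of Table S1, of which 1261 of 1874 lines were at hand. Of the 36 arrays, 3 were closest to the Table S1 profile of their own label, and the other 33 were closest to the profile of another condition. The arrays are therefore named by their labels, as in the array labelled M(IL-4), and their values are not read as those of a condition. With a profile of no change, Pearson's r was -0.741 for the array labelled untreated 3 and 0.902 for the array labelled M(LPS + IL-4). That profile does not depend on the headings of Table S1, so these values argue against an error in the headings alone. A wrong pairing of labels and columns in the deposited table remains a hypothesis that was not settled from the labels and the paper.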

To screen for transcripts representing putative human macrophage activation markers, microarrays were performed using samples collected from human MDMs derived from a single donor, subjected to 33 unique activating conditions (Table 1) for 24 h. Sixteen of the conditions were composed of a single activating stimulus. Eight cytokines comprised the largest category of macrophage-activating stimuli used in this study and represent a spectrum of pro- and anti-inflammatory molecules that are abundantly expressed in sites where MDMs would be recruited such as infections or wounds. Pathogen-associated molecular patterns (PAMPs) recognized by C-type lectin receptors (CLRs) or toll-like receptors (TLRs) were the second largest set of macrophage-activating stimuli in this study and consisted of Curdlan (dectin-1 agonist), TDB (trehalose-6,6-dibehenate; mincle agonist), polyI:C (TLR3 agonist), or one of two concentrations of LPS (TLR4 agonist). Another set of stimuli, IgG–OVA IC and adenosine, were selected for their ability to reprogram inflammatory macrophages to become non-inflammatory (34, 35). Finally, we selected the glucocorticoid, dexamethasone, as an immunosuppressive stimulus. The remaining 17 conditions consisted of pairs of the above macrophage-activating stimuli (Table 1). The macrophage-activating conditions were selected with the expectation that they would lead to diverse gene expression profiles providing insights into the potential diversity of macrophage gene expression programs.

We first focused our attention on regulated transcripts that had changes in abundance of over fourfold relative to untreated controls changes. 

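Of 37164 transcripts, 4623 differed more than 4-fold from the mean of the 3 arrays labelled untreated on at least 1 of the 33 arrays with a treatment label. They included 27 of 27 measured genes on a list of IL-4 and STAT6 targets, such as ALOX15 and CD1B, and 9 of 9 metallothioneins, which bind metal ions. They also included 32 of 38 type I interferon-stimulated genes, such as IFIT1, and 24 of 29 inflammatory cytokines and NF-kB targets, such as IL1B and IL6. Smaller shares than in those lists were regulated among genes of cholesterol synthesis (6 of 17), markers of T and NK cells (3 of 15) and markers of neutrophils (1 of 6). For comparison, 22.9% of all gene symbols above background other than chemokines were regulated. No test of these counts was run, and the last lists are not read as poor in regulated genes. The IL-4 list holds genes that the paper picked from these arrays, so its count is not independent evidence. Of the 4623 transcripts, 3152 carried a gene symbol and 4608 lay above the background limit on at least 1 array. As a measure of technical variation, the arrays labelled untreated 1 and untreated 2 differed more than 4-fold from each other at 296 transcripts. These arrays belong to different sets of sorted intensities, so the number includes any difference between the sets. The array labelled untreated 3 differed from the mean of those 2 arrays at 1501 transcripts, and 5733 transcripts were regulated when it was left out of the baseline. It was closest to the Table S1 profile of M(LPS100), with a Pearson's r of 0.941, so its 1501 transcripts are not read as technical variation. The number of regulated transcripts was 22207 from the authors' values with values under 1 set to 1 and no further background correction. That is more than the 21353 transcripts above background on at least 1 array, so it includes transcripts never above background. The number was 801 with 50 units added to every corrected signal, a setting chosen after the data were seen.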

A data set of 1874 regulated transcripts that were differentially expressed in MDMs responding to one or more of the macrophage-activating conditions was compiled. Unsupervised hierarchical clustering was performed to evaluate the expression profiles of the regulated transcripts; this is summarized in a heat map that includes a dendrogram indicating relative dissimilarity distances between gene expression profiles of each polarized macrophage type (Figure 2A). 

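FKBP5 and TSC22D3, which are induced through the glucocorticoid receptor, were highest on the arrays labelled M(TGFβ), M(TGFβ + GM-CSF), M(TGFβ + IL-1β) and M(TGFβ + LPS). FKBP5 lay between 12.22 and 12.50 on the log2 scale on these 4 arrays and reached at most 10.68 on any other array. On the array labelled M(Dex) it was 9.63. ALOX15, a lipoxygenase induced by IL-4, lay above background on 2 arrays, at 7.50 on the array labelled M(Ado + IC) and 7.47 on the array labelled M(PolyI:C), and it was 2.14 on the array labelled M(IL-4). IFIT1, an interferon-stimulated gene, was highest at 14.10 on the array labelled M(IC), compared with 10.68 on the array labelled M(IFNβ). CCL5, an inflammatory chemokine, was 14.72 on the array labelled untreated 3, compared with 11.15 and 10.93 on the arrays labelled untreated 1 and untreated 2. Each array was then correlated with each of the 33 profiles of Table S1 and with a profile of no change, across 890 genes found in both. Pearson's r with the profile of the array's own label had a median of 0.047 and ranged from -0.741 to 0.940. With the closest profile it had a median of 0.938 and ranged from 0.884 to 0.958, and the next closest profile reached at most 0.880. Each of the 33 profiles was closest to exactly 1 array, and 3 arrays were closest to no change, namely those labelled untreated 1, untreated 2 and M(LPS + IL-4). When every other gene was left out, and then the genes in between, all 36 arrays kept the same closest profile both times, although genes are not independent replicates. The mean r with the profile of the own label, 0.031, was no higher than with labels shuffled within the 2 sets of arrays (permutation test, one-sided, p = 0.43).

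**Figure D1:**
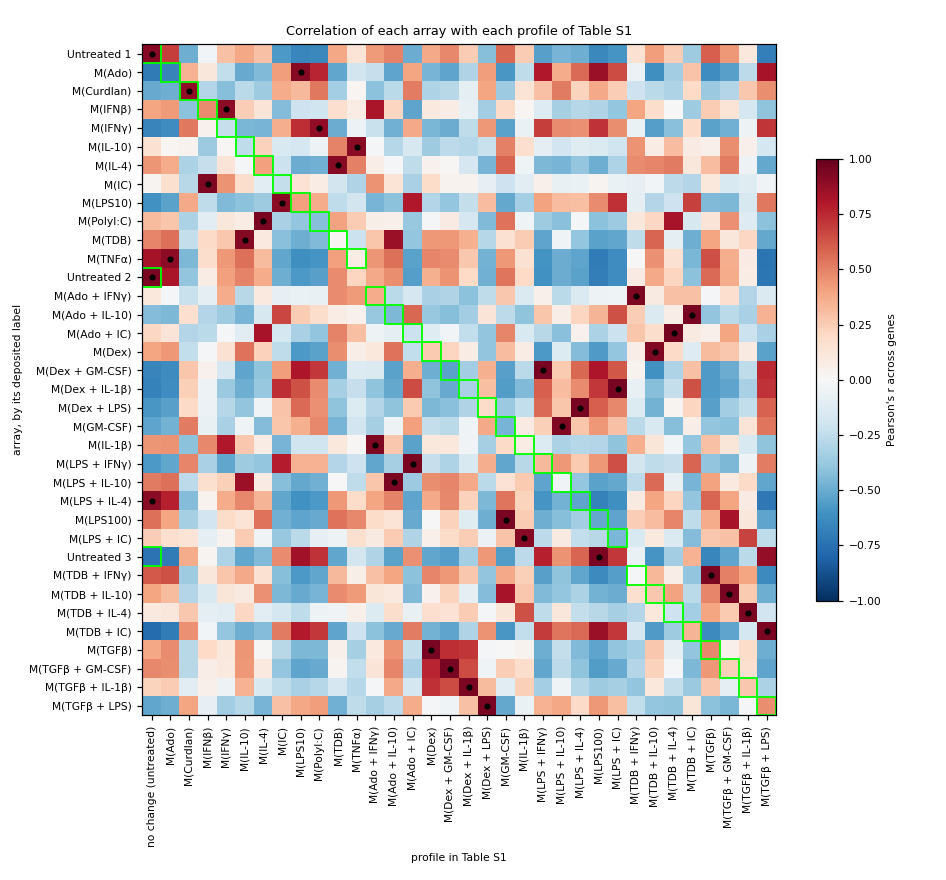
Pearson's r across 890 genes between each of the 36 arrays (vertical, by deposited label) and each profile of Table S1 (horizontal), with the array's own label framed in green and its closest profile marked by a black point. The point lies in the green frame on 3 arrays, and no 2 arrays share a treated profile.

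**Figure D2:**
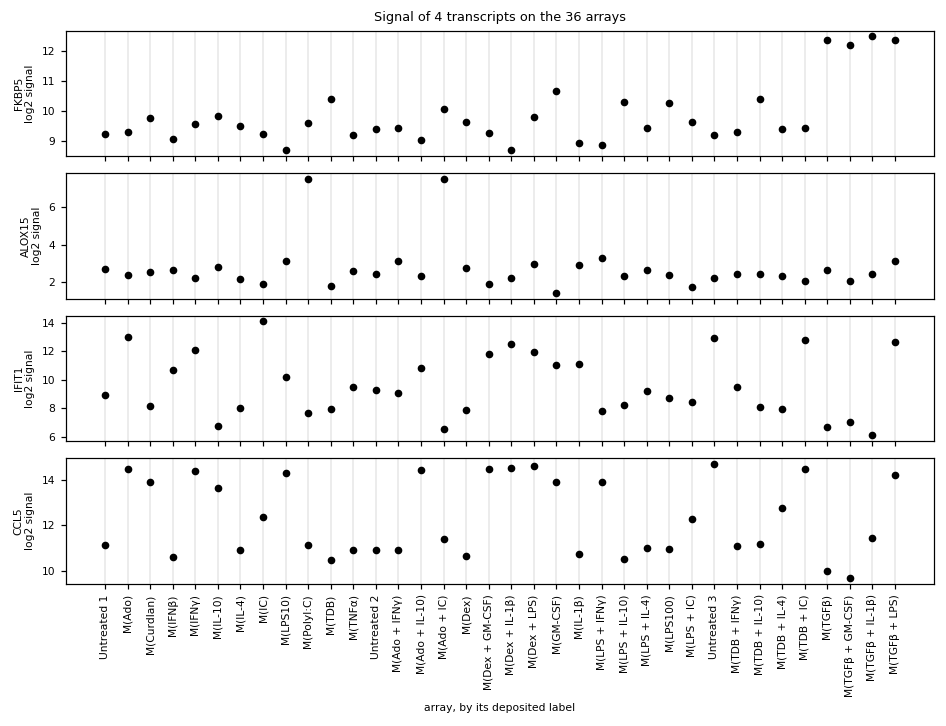
Log2 signal of FKBP5, ALOX15, IFIT1 and CCL5 (vertical) on each of the 36 arrays (horizontal, by deposited label), 1 point per array. FKBP5 stands above 12 on the 4 arrays whose labels name TGFβ, and ALOX15 stands above 7 on the arrays labelled M(PolyI:C) and M(Ado + IC).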

Official gene names of the regulated transcripts and calculated expression changes are provided as supplemental material (Table S1 in Supplementary Material).

**Figure 2:**
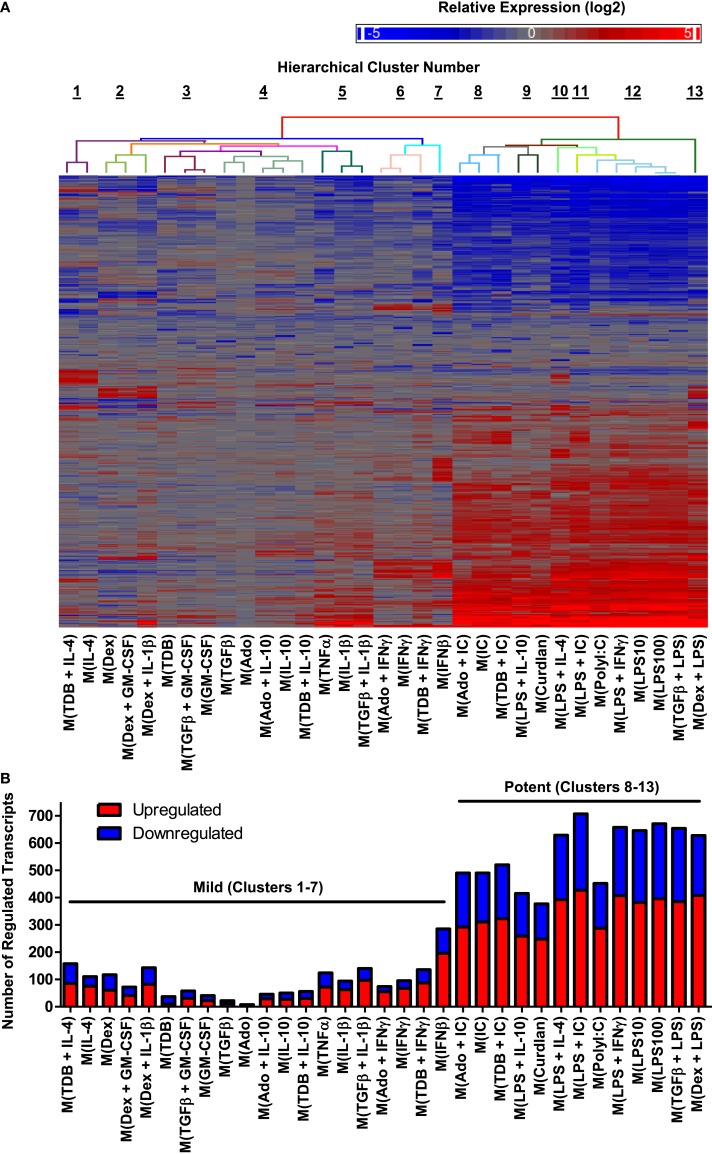
**Hierarchical clustering of gene expression profiles from activated human MDMs separated into 2 major clusters and 13 minor clusters**. Microarrays were performed using RNA collected from MDMs at 24 h post-treatment with 33 distinct activation conditions (*N* = 1). **(A)** A set of 1874 regulated transcripts defined as having >4-fold change in expression levels relative to untreated controls was compiled and displayed as a heat map (log_2_ scale). Gene expression profiles were sorted according to unsupervised hierarchical clustering of genes and treatments. Dissimilarity distances between gene expression profiles are displayed using a color-coded dendrogram to indicate 13 hierarchical clusters. See Section “Results” for dissimilarity distance cut-off rationale. Arranged in the same order as shown here, transcript names and quantitation of expression level changes are available in Table S1 in Supplementary Material. **(B)** Number of upregulated and down-regulated transcripts within each gene expression profile. Potent and mild macrophage activation conditions are indicated.

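Hierarchical clustering of the 36 arrays over the regulated transcripts, by average linkage of Euclidean distances, gave groups of 13 and 23 arrays at 2 clusters. ACOD1 (named IRG1 in the paper), an enzyme that makes itaconate, lay more than 4-fold above its median over all arrays on 13 arrays, and these were the 13 arrays of the smaller cluster. At least 10 of 29 inflammatory cytokines and NF-kB targets lay that far above their medians on 11 arrays, all of them in the smaller cluster. By label, the smaller cluster held 6 arrays of conditions that the paper places in clusters 8–13 of Figure 2, 6 of conditions that it places in clusters 1–7, and the array labelled untreated 3. The 6 labels of the former kind were M(Curdlan), M(LPS10), M(Dex + LPS), M(LPS + IFNγ), M(TDB + IC) and M(TGFβ + LPS). The 6 of the latter kind were M(Ado), M(IFNγ), M(Ado + IL-10), M(Dex + GM-CSF), M(Dex + IL-1β) and M(GM-CSF). When the 33 arrays with a treatment label were divided into 13 clusters, the adjusted Rand index with the paper's 13 clusters was -0.02, where 1 means identical and 0 is the value for random grouping. By closest profile in Table S1 the picture differed. All 13 arrays of the smaller cluster were closest to profiles of clusters 8–13, and no array of the larger cluster was. The 2 groups of arrays thus followed the paper's 2 major clusters by closest profile, but not by label. Table S1 comes from the same experiment, so this is not independent evidence.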

We considered whether the clustering analysis results separated the gene expression profiles corresponding to previously studied macrophage activation states as denoted in Table 1. Consistent with the previous reports (29, 33), gene expression profiles of M(LPS + IFNγ) (previously named “M1”) macrophages were quite different from that of M(IL-4) (previously named “M2a”) macrophages. By contrast, the profile of M(LPS + IC) macrophages (previously named “M2b”) was very similar to the profiles of M(LPS + IFNγ), separated only by the profile of M(PolyI:C). Since M(LPS + IFNγ) and M(LPS + IC) are known to have different biological activities (6), we divided the 33 macrophage expression profiles into 13 clusters, the lowest dissimilarity distance cut-off that successfully separated these profiles (Figure 2A).

### Microarray results were confirmed using IFC arrays

The IFC array-based real-time RT-PCR platform provided a high-throughput mechanism to accurately verify the expression of a large set of transcripts in samples from multiple human donors. We used several strategies to select a panel of transcripts with diverse expression patterns out of the 1874 regulated transcripts, which were re-assessed on multiple samples using IFC arrays. First, we included the 11 transcripts analyzed in Figure 1. Next, we used the STRING database (version 9.05) to identify enriched GOs for the 1615 protein coding RNAs in our set of 1874 regulated transcripts. 

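Of 33 C-C and C-X-C chemokines above background on at least 1 array, 28 were regulated more than 4-fold on at least 1 array with a treatment label. CXCL8, which attracts neutrophils, had the widest range, from 1.81 to 14.07 on the log2 scale over the 36 arrays. CCL17, a ligand of CCR4, followed with 1.23 to 12.66. CXCL8 lay above background on 32 arrays and CCL17 on 7, so the low ends of both ranges are below background and their order depends in part on such values. The 5 chemokines that were not regulated were CCL21, CXCL14, CXCL16, CXCL17 and PPBP, and CXCL11 lay above background on no array. The regulated share was 84.8% of the chemokines and 22.9% of the other gene symbols above background (3121 of 13649), an odds ratio of 18.89 (Fisher's exact test, two-sided, p = 8.5e-14). The test takes genes as independent, which genes of a shared family are not, and the chemokines were a fixed list and not a GO category.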

Among the GOs categories that were enriched in our data set, we chose to focus on chemokine activity, cell surface, and cytokine activity because these GO categories were highly enriched (Table S2 in Supplementary Material). Finally, we selected transcripts that were uniquely regulated in one or two minor clusters. The final panel included a combination of transcripts that represented changes occurring in each of the 33 macrophage-activating conditions. We also mined the data set for reliable endogenous controls to include in the panel. 

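TBP, the TATA-binding protein, and B2M, the light chain of MHC class I, varied least over the 36 arrays among 13 candidate endogenous controls. The SD was 0.128 on the log2 scale for TBP, with a range of 0.47, and 0.140 for B2M, with a range of 0.61. SDHA followed with an SD of 0.232. The widely used controls GAPDH and ACTB had SDs of 0.349 and 0.354, and TFRC, the transferrin receptor, and PPIA varied most with SDs of 0.575 and 1.02. The probe kept for PPIA had a mean of 5.31, the lowest of the 13, so its large SD may in part come from a weak signal. Among 9803 transcripts above background on all arrays, 0.2% varied less than TBP and 0.3% less than B2M. With median scaling in place of quantile normalization, B2M varied least and TBP came next with an SD of 0.180. B2M lay between 14.11 and 14.72, near the top of the scale at 14.78, where a signal has little room to vary, so its small SD may in part be a limit of the measure.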

Among the potential endogenous controls we considered, the expression levels of TBP (define) and B2M (define) transcripts appeared to be the least affected by the 33 macrophage-activating conditions (Table S1 in Supplementary Material).

The samples obtained from activated MDMs of a single donor that were analyzed by microarray were re-assessed using IFC arrays. Approximately 10 transcripts were not detected when using a pre-established Ct cut-off. Strong linear correlation for 15 representative transcripts was observed when comparing expression levels determined by microarray and by IFC arrays (Figure S1 in Supplementary Material). The remaining detectable transcripts in our panel had expression levels that also showed strong linear correlation when comparing microarray and RT-PCR results (data not shown). Overall, these results confirmed the microarray measurements using an independent approach and provide convincing evidence that IFC arrays was a dependable method for measuring transcript expression.

### Macrophage-activating conditions can be categorized as “mild” or “potent” based on the number of transcripts regulated in response to the stimuli

There was a large range in the number of highly regulated transcripts in each activated macrophage expression profile (Figure 2B). Specifically, the 20 activated macrophage types within clusters 1–7 had relatively few regulated transcripts (93 ± 14), whereas the 13 activated macrophage types within clusters 8–13 had large numbers of regulated transcripts (564 ± 31). 

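The number of transcripts that differed more than 4-fold from the mean of the untreated labels ranged from 83 to 964 over the 33 arrays with a treatment label, with a median of 412. The lowest number was on the array labelled M(LPS + IL-4), and the highest was on the array labelled M(IC), with 528 transcripts higher and 436 lower. The latter array had 32 of 38 type I interferon-stimulated genes more than 4-fold above their medians over all arrays, including IFIT1 and ZBP1. The array labelled M(Ado), with 755 transcripts, had ACOD1 at 12.28 and IL6 at 8.39 on the log2 scale. The array labelled M(Dex + IL-1β) had 823 transcripts and the array labelled M(TNFα) had 163. The array labelled untreated 3 itself differed from the mean of the 3 untreated labels at 594 transcripts. Without it in the baseline, the numbers ranged from 22 to 1608 with a median of 459, and it differed from the other 2 untreated labels at 1501 transcripts.

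**Figure D3:**
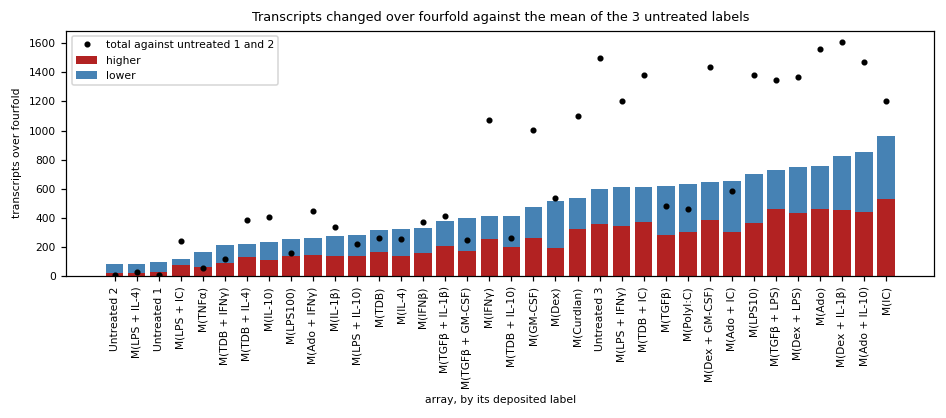
Number of transcripts higher (red) and lower (blue) by more than 4-fold on each of the 36 arrays (horizontal, by deposited label) against the mean of the 3 arrays labelled untreated, with the total against untreated 1 and 2 as black points. The bars reach 964 on the array labelled M(IC), and the points reach 1608 on the array labelled M(Dex + IL-1β).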

We propose that macrophage-activating conditions can be categorized as “mild” or “potent” based on the number of transcripts the treatment alters.

When considering the mild and potent clusters of the unsupervised hierarchical clustering, we noted that the gene expression profiles did not segregate along previously described M1–M2 divisions (Table 1). Polarized macrophage types, M(IFNγ) and M(LPS), which have each been considered “M1” macrophage types sorted into the mild and potent clusters, respectively. Similarly, macrophage types formerly named “M2,” M(IL-4), and M(LPS + IC) were categorized as mild and potent, respectively.

We considered the possibility that the wide discrepancy in the number of transcripts regulated in MDMs responding to mild and potent activating conditions was due to suboptimal concentrations of the “mild” stimulus. To address this, MDMs were treated with each of the 11 single treatment macrophage-activating conditions that were categorized as mild at concentrations ranging from 4-fold higher to 16-fold lower those used in the microarray-based experiments. In general, modest dose responses were observed. In response to the majority of the mild stimuli tested (IFNβ, IFNγ, IL-1β, IL-4, IL-10, and TNFα), the amplitude of change in expression for any given transcript was routinely <4-fold between the lowest and highest concentrations for the activating stimulus tested (Figure S2 in Supplementary Material). This suggests that the window of activity is wide for these stimuli and further suggests that use of higher concentrations of these stimuli would be unlikely to revise their macrophage-activating categorization from “mild” to “potent.”

### Evaluation of correlation coefficients between activated MDM gene expression profiles supports conclusions drawn from hierarchical clustering analyses

Correlation coefficients were determined for each pairwise combination of activated MDM gene expression profiles in the set of 1874 regulated transcripts (Figure 3). This analysis further substantiated the categorization of gene expression profiles into mild and potent categories as shown by unsupervised hierarchical clustering (Figure 2). 

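Pearson's r over the regulated transcripts was calculated for the 528 pairs of the 33 arrays with a treatment label. It had a mean of 0.11 and a median of 0.09, and ranged from -0.70 to 0.83. All changes were taken against the same untreated labels, which by itself gave a mean r of 0.25 in 100 simulations of unchanged arrays. The covariance of the pairs was 0.162 on average, compared with 0.103 from the shared baseline alone. Without the array labelled untreated 3 in the baseline, r had a mean of 0.36 and a median of 0.30, and simulated unchanged arrays had a mean of 0.33. The covariance without that array was 0.713 on average, compared with 0.137 from the shared baseline alone. The simulations take every baseline array as unchanged, which the closest profile of the array labelled untreated 3 goes against. The comparison with that array in the baseline therefore cannot show what the pairs share beyond the baseline. With that array left out, the pairs shared more by covariance than the simulated baseline alone gave.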

As an example, there was a consistently higher gene expression profile correlation when the profiles of potently activated macrophages (clusters 8–13) were paired with profiles from potently activated (clusters 1–7), macrophages (Figure 3A). Also, we note that, when using a different color scale (Figure 3B), correlations between profiles in clusters 8–13 were noticeable and supported the division of the gene expression profiles of the potently activated macrophage gene expression profiles into minor clusters.

**Figure 3:**
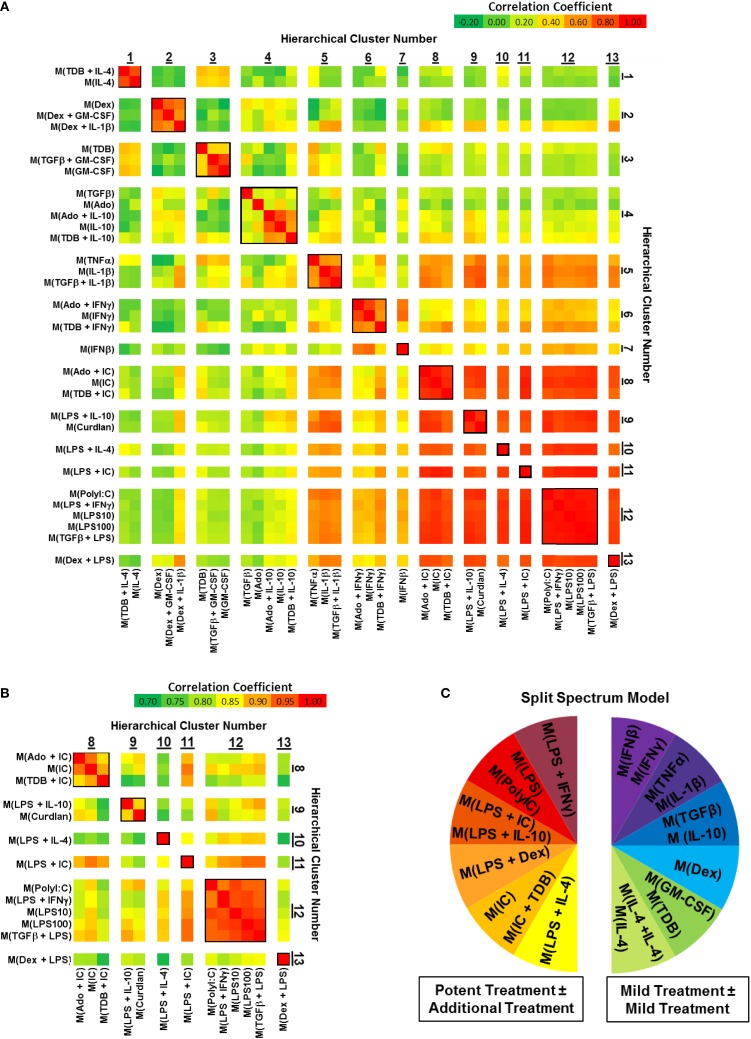
**Comparing correlation coefficients supported the separation of gene expression profiles into two clusters, which can be modeled as a “split spectrum.”** Correlation coefficients were calculated for using the 1874 regulated transcript data set (*N* = 1). **(A)** Each pairwise combination of the 33 gene expression profiles are displayed as a heat map with a range of coefficients of −0.2 to 1.0. **(B)** Each pairwise combination of the 13 “potent” gene expression profiles in clusters 8–13 are displayed as a heat map with a restricted range of coefficients from 0.7 to 1.0. **(C)** A “Split Spectrum” model of macrophage activation can be used to emphasize the high degree of correlation between treatments with at least one potent macrophage-activating stimulus.

In a recent microarray-based study (33), at least 9 clusters of activated macrophages in a data set derived from human MDMs activated with 28 distinct stimuli. In agreement with the level of clustering as the previous study, we now show using unsupervised hierarchical clustering and correlation coefficient analyses that human MDMs activated with the 33 macrophage activation conditions used in this study form at least 13 clusters. Both studies support a spectrum model of macrophage activation. Because of the strong “mild” and “potent” macrophage-activating condition categories described here, we propose that macrophage activation may best be described using a “split spectrum” model (Figure 3C).

### Verifying transcripts that serve as markers for the “potent” macrophage activation conditions

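In a principal components analysis of the regulated transcripts on the correlation matrix, PC1 accounted for 27.0% of the variance over the 33 arrays with a treatment label. PC2 and PC3 accounted for 10.1 and 9.2%, and PC4 and PC5 for 5.8 and 5.0%. Over all 36 arrays the shares were 27.7, 9.5, 8.8, 5.7 and 4.8%. The highest scores on PC1 over the 36 arrays were 0.282 on the array labelled M(Dex + IL-1β), 0.257 on the array labelled untreated 3 and 0.253 on the array labelled M(TDB + IC). The lowest was -0.193 on the array labelled M(PolyI:C). PC1 accounted for 41.7% on the covariance matrix, in which transcripts with large changes weigh more, and for 8.9% from the authors' values with no further background correction.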

The first principal component (PC1) explains (42.9%) of the variance in the data set of 1874 regulated genes while PC2 and PC3 each contributed to ~10% of the variance and the remaining principal components each accounted for <5% of the variance (Figure 4A and data not shown). A scatterplot of regulated gene expression profiles based on the first two principal components segregated profiles in clusters 1–7 from those in clusters 8–13 along the PC1 axis (Figure 4B). The expression profiles of the 50 transcripts that contributed the most to PC1 were subjected to unsupervised hierarchical clustering and displayed as a heat map (Figure 4C). 

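CCR7, a chemokine receptor that guides cells to lymph nodes, had an r of 0.966 with the PC1 score over the 36 arrays and ranged from 4.86 to 13.36 on the log2 scale. CFB, a complement factor, had an r of 0.968, and ADORA2A, a receptor for adenosine, had the same r. TREM2, a lipid receptor of macrophages, ran the other way with an r of -0.966 and a range of 5.97 to 11.13. The 10 transcripts with the highest r in size were CHST13, WTAP, ADISSP, RAB40B, DNAAF1, ADORA2A, CFB, PPP3CC, CCR7 and TREM2. ACOD1 ranked 47 of 3152 symbols with an r of 0.942 and CCL5 ranked 56 with an r of 0.939. IL1B ranked 391, IL23A ranked 562, MT1G ranked 652, IL6 ranked 1158 and S100A8 ranked 1326, with r between 0.591 and 0.844. Genes were ranked by their correlation with a component made from the same genes. From its categories of mild and potent conditions, the paper proposes a split spectrum model of macrophage activation.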

There was an obvious distinction between gene expression responses between the profiles within the mild and potent major clusters; the transcripts robustly regulated by potent macrophage-activating conditions and relatively unaltered by mild macrophage-activating conditions underlie PC1 and account for the major source of variance for the diverse spectrum of polarized macrophage gene expression profiles in this study.

**Figure 4:**
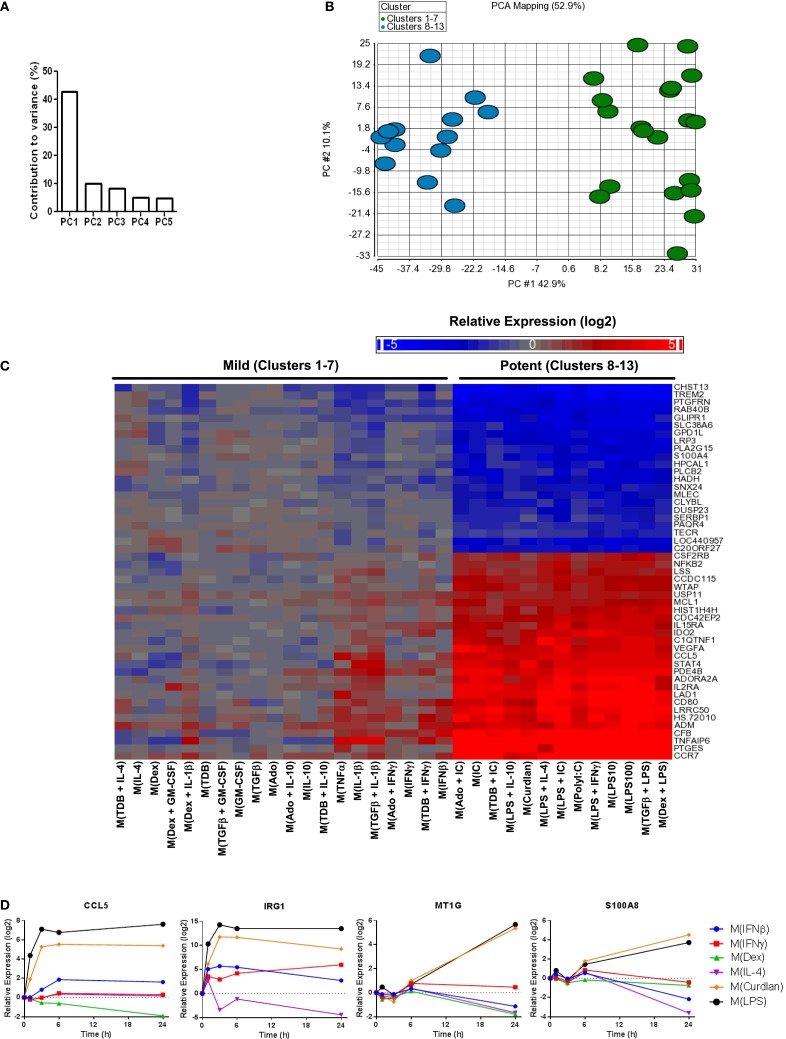
**Transcripts universally regulated by “potent” macrophage-activating conditions in clusters 8–13 were the largest source of variance in the polarized MDM gene expression profiles**. Principal components analysis was performed using the data set of 1874 regulated transcripts from the 33 gene expression profiles. **(A)** The contribution of PC1–PC5 to the variance is shown. **(B)** Scatterplot displays gene expression profiles according to PC1 and PC2 scores with color coding based on “mild” (clusters 1–7) and “potent” (clusters 8–13) categorization. **(C)** The 50 transcripts that contributed the most to PC1 were sorted according to unsupervised hierarchical clustering results. Changes in transcript expression levels relative to untreated MDMs are depicted as a heat map (log_2_ scale). **(D)** Using IFC-based RT-PCR and samples from Figure 1, the changes in expression for each indicated transcript relative to the untreated MDM controls was determined at the 1, 3, 6, and 24 h time points for the six types of activated MDMs (*N* = 1).

There were many transcripts in addition to the 50 noted in Figure 4C that contributed to PC1. Using samples collected for analysis in Figure 1, we monitored the change in expression of four transcripts (CCL5, IRG1, MT1G, and S100A8) that contributed to PC1 over 24 h (Figure 4D). CCL5 and IRG1 transcripts showed immediate increased expression levels that were sustained through the 24-h time point. By contrast, delayed increases were seen for the expression levels of MT1G and S100A8 transcripts. These four transcripts, in addition to IL1B, IL6, and IL23A that were previously seen to have sustained high expression levels in M(LPS) and M(Curdlan) macrophages, suggesting that numerous transcripts that can be reliably used as markers of “potent” activation conditions.

### Evaluating the use of chemokine transcripts as macrophage activation markers

Chemokines not only play an important functional role in macrophage activity but also include some of the earliest proposed markers of macrophage polarization (2, 5). We generated a heat map of transcript expression changes for chemokines from the C–C and C–X–C subfamilies from the 1874 transcripts (Figure 5A). 

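CCL5 lay more than 4-fold above its median over the 36 arrays on 14 arrays, CXCL5 on 16 and CXCL13 on 15. CXCL8 lay that far above its median on 11 arrays and that far below it on 16. CCL19 lay that far above its median on 13 arrays and CCL23 on 12. CCL22, a ligand of CCR4, was high on the arrays labelled M(Ado + IC), M(PolyI:C), M(Dex + LPS) and M(Dex + GM-CSF), with 14.10 on the first of these and 9.57 on the array labelled M(IL-4). CXCL9, which is induced by IFNγ, was high on the arrays labelled M(Dex + GM-CSF), M(Ado + IFNγ), M(IFNβ) and M(IL-1β). CXCL10, another interferon-induced chemokine, was high on 7 arrays. The array labelled M(Dex + LPS) had 14 of 33 chemokines more than 4-fold above their medians, and 9 arrays had none. The chemokines were not sorted by their change in cluster 1, because the arrays labelled M(IL-4) and M(TDB + IL-4) were closest to other profiles of Table S1, with r of 0.909 and 0.940.

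**Figure D4:**
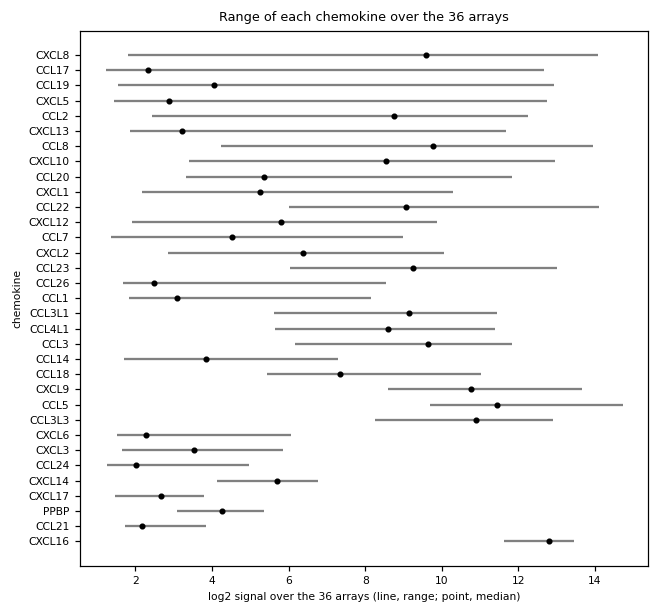
Range (line) and median (point) of the log2 signal of each of 33 chemokines (vertical) over the 36 arrays. CXCL8 has the widest range, from 1.81 to 14.07, and CXCL16 the narrowest, from 11.62 to 13.45. The low end of the CXCL8 range lies below background.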

Since IL-4 treated macrophages have been well characterized, the chemokines were sorted according to their average expression in the two activated macrophage types that form cluster 1, M(IL-4) and M(TDB + IL-4). Among the remaining 12 clusters, the chemokine expression profiles from macrophages in cluster 3, comprised of M(TDB), M(TGFβ + GM-CSF), and M(GM-CSF) macrophages, appeared to have the most similar trend in chemokine expression. The overall chemokine expression patterns from all other profiles shared little resemblance to those in cluster 1.

**Figure 5:**
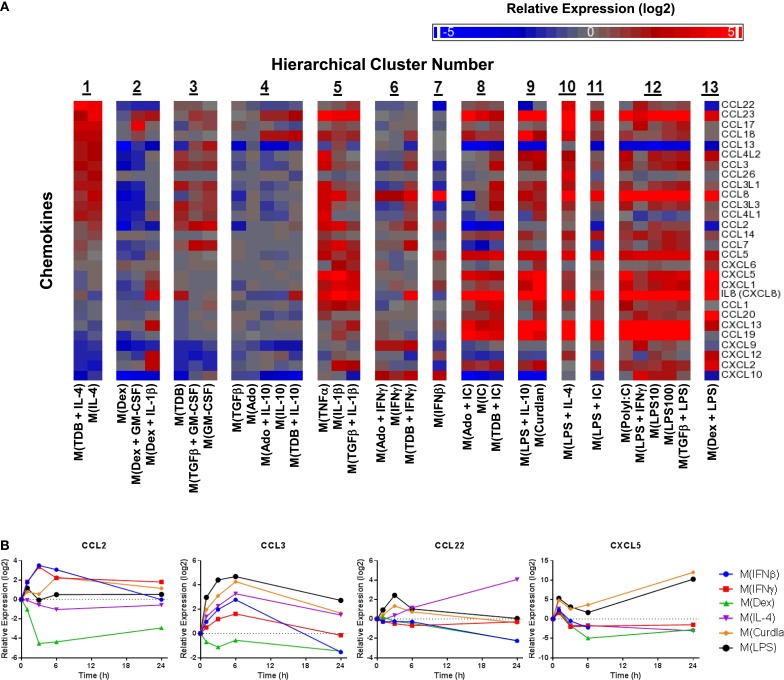
**Evaluation of chemokines as MDM activation markers**. **(A)** All C–C and C–X–C chemokines were selected from the set of 1874 regulated transcripts and sorted according to average expression level changes in response to the two macrophage-activation treatment conditions within cluster 1. **(B)** Using IFC-based RT-PCR and samples from Figure 1, the changes in expression for each indicated transcript relative to the untreated MDM controls was determined at the 1, 3, 6, and 24 h time points for the six types of activated MDMs (*N* = 1).

Transcripts for two chemokines, CCL13 and CCL22, accumulated in macrophages treated with IL-4 for 24 h (Figure 5A). Interestingly, the upregulation of these chemokines in response to IL-4 was delayed relative to other treatments that induced transient upregulation: interferons for CCL13 (Figure 1) and PAMPs for CCL22 (Figure 5B). These observations suggests that CCL13 and CCL22 can be used as specific markers for M(IL-4) as long as enough time has elapsed since the activation occurred.

We noted that nearly all chemokines had reduced expression in M(Dex) macrophages according to the microarray results (Figure 5A). This observation was confirmed when monitoring the kinetics of expression for five chemokine transcripts described above (CCL5, CCL13, CCL18, CXCL9, and CXCL10) (Figures 1 and 4D) and in four additional chemokines (CCL2, CCL3, CCL22, and CXCL5) (Figure 5B). The general trend of repressing chemokine production in M(Dex) macrophages may hint at a mechanism by which dexamethasone acts as an immunosuppressive molecule.

### Donor-to-donor variability in gene expression regulation was minimal in most circumstances but was occasionally seen in some minor clusters

A caveat to the results described until this point is that they were based on MDMs derived from two human donors: one donor for monitoring transcript expression kinetics and one donor for transcriptional profiling. Since donor-to-donor variability among human MDM responses was a concern, the expression profiles for many transcripts was determined in samples derived from the microarray experiment and from two additional donors whose MDMs were treated with all 33 macrophage activation conditions (Figure 6).

**Figure 6:**
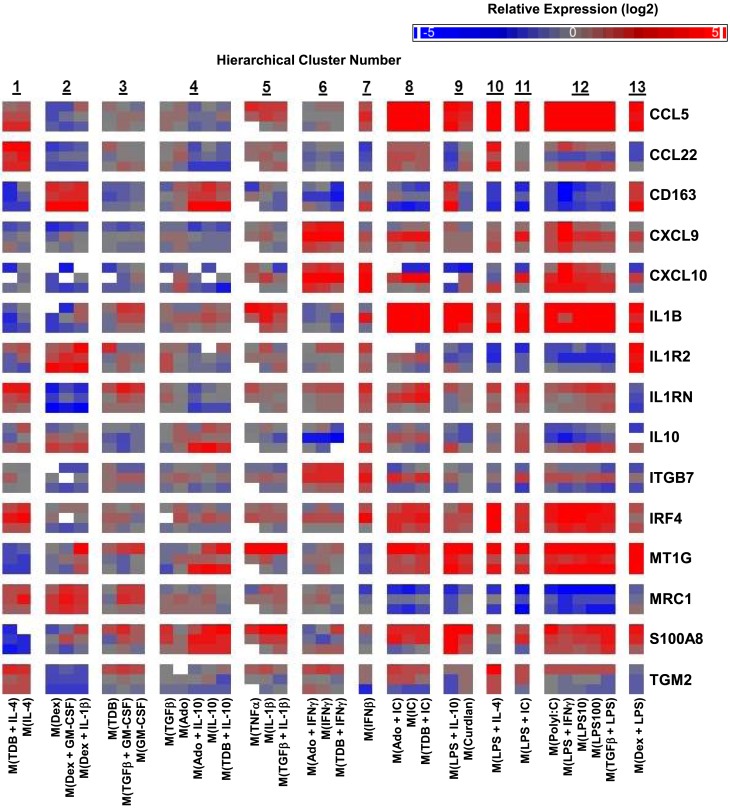
**Variability in donor-to-donor MDM gene expression responses was often limited to specific clusters**. IFC-based RT-PCR was used to determine the expression of 48 transcripts (45 putative macrophage activation markers and 3 endogenous controls) in MDMs at 24 h post-treatment with 33 distinct activation conditions (columns) (*N* = 3). Shown here are the results for 15 of the activation marker transcripts. The RNA collected from the first donor (first row for each indicated transcript) had been used in the microarray studies and the RNA from two additional donors (second and third row for each indicated transcript) was collected in independent experiments. Blank areas within clusters represent samples did not meet the Ct cut-off of 25 or, in the case of the third M(TNFα) sample, did not load properly into the IFC device.

The strong correlation between the microarray results and the IFC PCR results for the first donor was discussed above (Figure S1 in Supplementary Material). Importantly, the last two rows for each transcript, which show the results for the two additional donors, indicated that the MDM responses were, in general, similar to those of the first donor (Figure 6). There were a few transcripts (CCL22, CXCL10, IL10, ITGB7, and TGM2) that had strong opposing changes in expression from one donor to the next (Figure 6). It is noteworthy that in these instances, the difference in expression was restricted to a limited number of clusters. For example, CCL22 expression regulation tended to be similar in response to all 33 macrophages activation conditions for all 3 donors; the notable exception was seen in the 5 macrophages activation conditions within cluster 12 for the second donor (Figure 6). This result is unlikely due to the polyIC and LPS treatments being suboptimal in the experiment involving MDMs from donor 2 since other transcripts, such as CCL5, were regulated similarly in all three donors for the macrophage-activating conditions that make up cluster 12.

A recent mass cytometry-based study produced a high-dimension data set from a panel of 38 antibodies to effectively identify signature expression patterns of myeloid cell populations in mice from a number of tissues (36). Since the dimensionality of data sets produced by mass cytometry and IFC PCR are similar, we tested whether the 13 clusters originally defined by unsupervised hierarchical clustering of the 1874 regulated transcripts (Figure 2) could be effectively identified using IFC PCR results (Figure 7A). The majority of the 13 clusters remained clusters for each of the three donors (Figure 7B). Even the “clusters” composed of a single type of activated macrophage type [i.e., M(IFNβ)] maintained their distinctness relative to the other activated macrophage types. We conclude that gene expression platforms such as IFC PCR monitor a large enough set of macrophage activation marker transcripts to identify an overall macrophage population’s type/cluster while still allowing for detection of subtle donor-to-donor differences.

**Figure 7:**
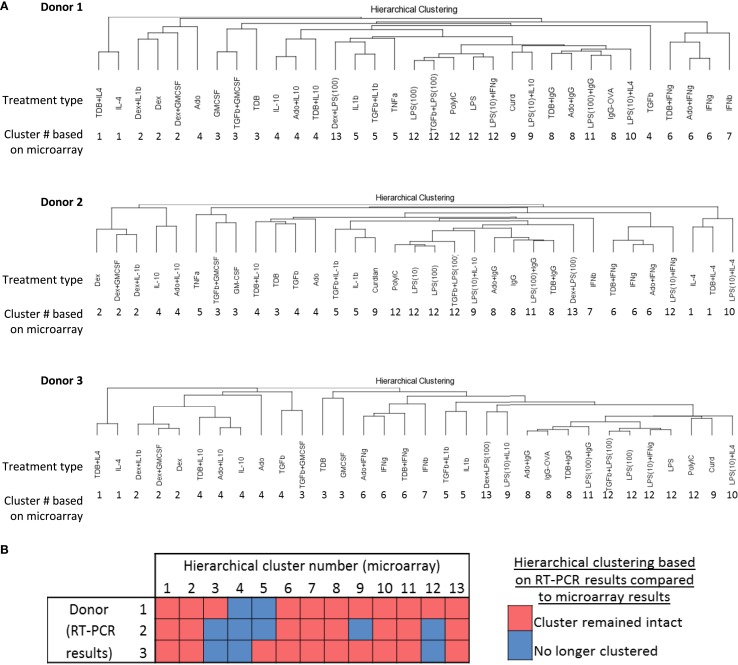
**Comparing unsupervised hierarchical clustering of 33 activated macrophage types based on 1874 regulated transcripts against hierarchical clustering based on a 45-transcript subset of putative activation markers**. IFC PCR was used to determine the expression of 48 transcripts in MDMs at 24 h post-treatment with 33 distinct activation conditions (columns) (*N* = 3). The RNA collected from the first donor had been used in the microarray studies and the RNA from two additional donors was collected in independent experiments. Data points were omitted when the ΔCt value was unreliable as defined by either the macrophage activation marker or the endogenous control not meeting the Ct cut-off of 25. **(A)** Unsupervised hierarchical clustering was performed using calculated ΔΔCt values derived from IFC PCR. Dissimilarity distances between gene expression profiles are displayed as dendrograms for each donor. For comparison purposes, the hierarchical cluster number is displayed below each macrophage-activating treatment type. **(B)** A summary is shown for comparisons between microarray-derived clusters from donor 1 and IFC PCR-derived clusters from donors 1, 2, and 3.

### Putative activation markers were identified for specific clusters of polarized human macrophages

Macrophage activation markers would ideally have large expression changes in a single cluster or polarized macrophage type. We therefore queried the gene expression profiles in the current study to identify activation markers specific to each of the 13 clusters formed by the unsupervised hierarchical clustering analysis. Many putative activation markers were identified in macrophages activated with IL-4, dexamethasone, or IFNβ (Figures 8–10).

**Figure 8:**
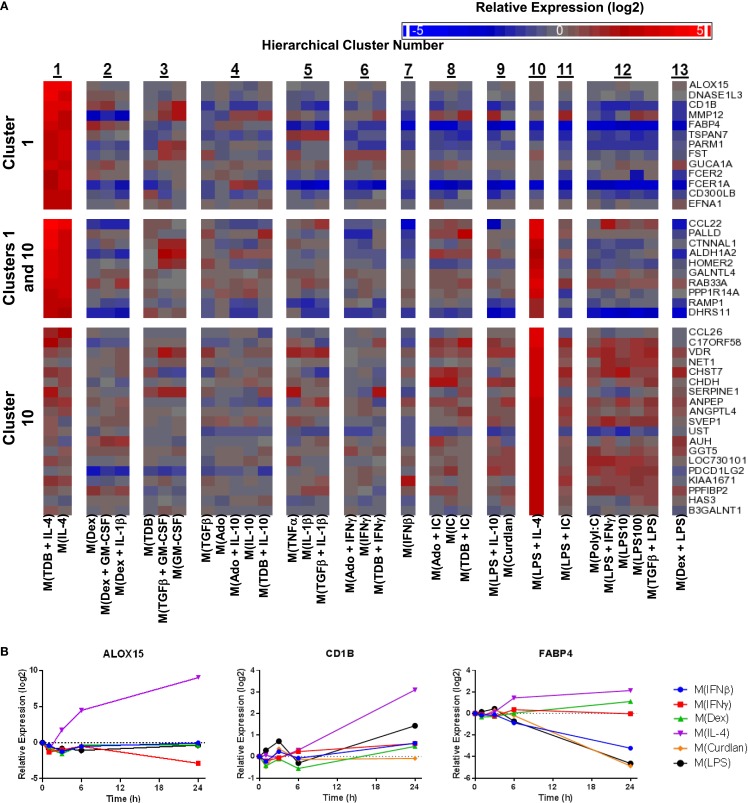
**Evaluation of activation markers in MDMs responding to treatments with IL-4**. **(A)** Putative macrophage activation markers were screened for within the microarray data that met two criteria: (i) a >4-fold expression level change in response to activation conditions that included IL-4 (samples within cluster 1 and/or cluster 10) relative to untreated MDMs and (ii) a >2-fold expression level change relative to the activating conditions that did not include IL-4. **(A)** Changes in select putative activation markers as determined by microarray analysis are shown as a heat map (log_2_ scale) (*N* = 1) **(B)** Using IFC-based RT-PCR and samples from Figure 1, the changes in expression for each indicated transcript relative to the untreated MDM controls was determined at the 1, 3, 6, and 24 h time points for the six types of activated MDMs (*N* = 1).

**Figure 9:**
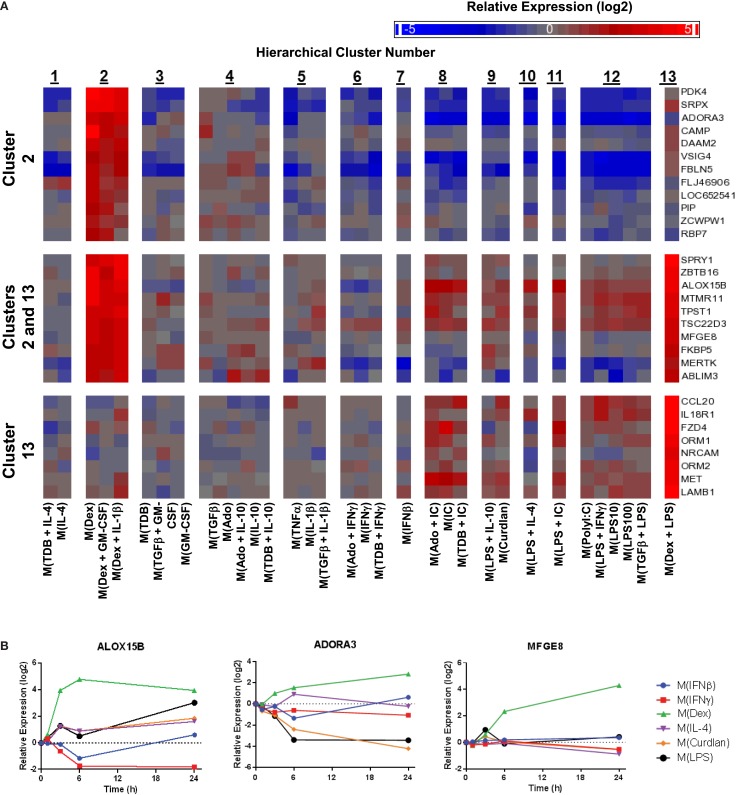
**Evaluation of activation markers in MDMs responding to treatments with dexamethasone**. **(A)** Putative macrophage activation markers were screened for within the microarray data that met similar criteria as described in Figure 7A with a focus on transcripts that changed in response dexamethasone treatment (samples within clusters 2 and/or 13). **(B)** Using IFC-based RT-PCR and samples from Figure 1, the changes in expression for each indicated transcript relative to the untreated MDM controls was determined at the 1, 3, 6, and 24 h time points for the six types of activated MDMs (*N* = 1).

**Figure 10:**
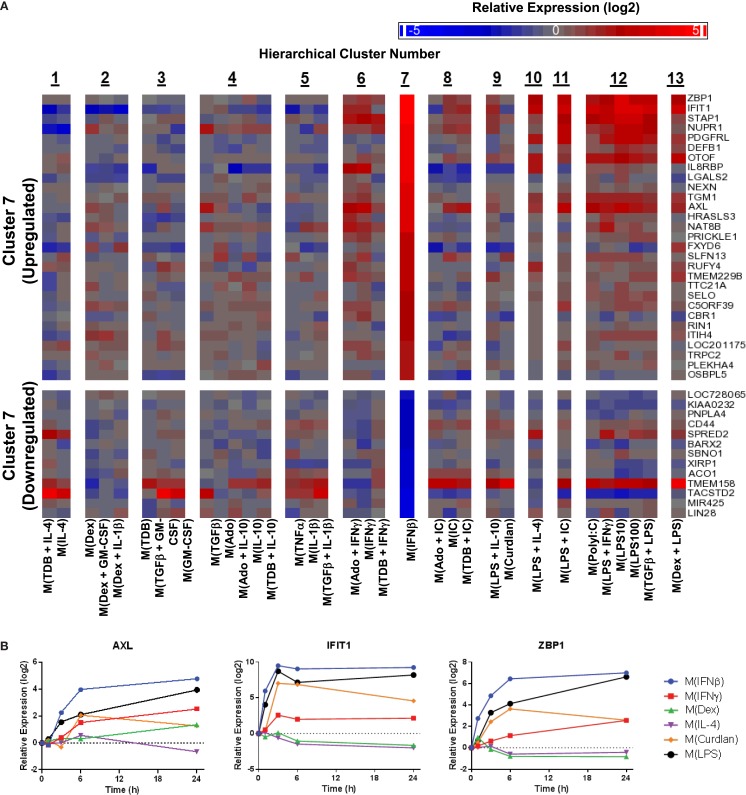
**Evaluation of activation markers in MDMs responding to treatment with IFNβ**. **(A)** Putative macrophage activation markers were screened for within the microarray data that met similar criteria as described in Figure 7A with a focus on transcripts that changed in response IFNβ treatment (cluster 7). **(B)** Using IFC-based RT-PCR and samples from Figure 1, the changes in expression for each indicated transcript relative to the untreated MDM controls was determined at the 1, 3, 6, and 24 h time points for the six types of activated MDMs (*N* = 1).

IL-4 was used as an activation condition for gene expression profiles in clusters 1 and 10. We identified transcripts that were strongly upregulated only within cluster 1, within both cluster 1 and cluster 10, or only within cluster 10. Examples of transcripts that fit these gene expression profiles were readily detected within our data set (Figure 8A). Analysis of the kinetics of expression for three of the transcripts identified by this screening approach showed that while ALOX15 and CD1B each appear to be good markers for M(IL-4), although the increase in CD1B was delayed until the 24 h time point, FABP4 was not robustly induce in M(IL-4) but could still be a valuable marker as this transcript was potently down-regulated in response to several macrophage-activating conditions (Figure 8B). This latter observation was consistent with the microarray data (Figure 8A).

Given the relative ease of finding IL-4-associated activation markers in our data set, we switched our attention to identifying additional activation markers. Dexamethasone-associated activation markers were identified that were specifically upregulated in macrophage-activating conditions from only within cluster 2, within both clusters 2 and 13, and only within cluster 13 (Figure 9A). The expression kinetics was determined for three of the transcripts identified by the microarray screen as dexamethasone responsive (Figure 9B). Of these, ALOX15B and MFGE8 appear to be a markers for M(Dex) at early and late time points, respectively.

Next, potential activation markers or IFNβ-treated macrophages were identified within cluster 7 (Figure 10A). Further analysis showed that AXL, IFIT, and ZBP1 were all induced rapidly in M(IFNβ) and with delayed kinetics in M(LPS) (Figure 10B). This observation may be explained by indirect induction of these genes by LPS-induced IFNβ production.

## Discussion

Characterization of TAMs has shifted from quantifying macrophage density in and around tumors to evaluating markers of activation (15, 37). It is important to note that macrophage activation markers have been used to categorize macrophage activation, typically using the M1–M2 nomenclature, yet the regulation patterns of these markers in macrophages responding to a wide variety of activation conditions are not well understood. Using a combined microarray- and IFC array-based approach in this study, previously proposed markers of macrophage activation were better characterized and novel markers of macrophage activation were identified.

In the earliest report using M1–M2 nomenclature, the authors stated that “M-1 and M-2, while useful for conceptualizing immune responses, certainly could be an oversimplification” and that “there may be a continuum of phenotypes between M-1 and M-2 macrophages” (3). A recently proposed framework argued against using the M1–M2 nomenclature yet upheld the linear model concept that suggested M(IFNγ) and M(IL-4) to represent the polar extremes (9). However, both the results of the current study and those reported by Xue et al. (33) support a spectrum model of macrophage activation rather than a linear model.

Unsupervised hierarchical clustering, correlation coefficient analysis, and principal components analysis of the regulated transcripts each support the concept that macrophage polarized states in this study can be sorted into two major clusters. We designated these clusters “mild” and “potent” to convey the number transcripts altered in response to each specific macrophage-activating condition. It is important to note that, although we have evaluated more macrophage activation conditions in a macrophage activation study that has previously been published, there could be activation conditions that will have an intermediate number of regulated transcripts making our split spectrum model potentially incorrect. Indeed, Xue et al. (33) studied macrophage responses to 28 activation conditions and we found that the free fatty acid conditions from their study may represent an “intermediate” cluster (analysis not shown). While our “split spectrum” model may not represent the entirety of the spectrum, it raises the idea that strength of macrophage activation may be worth considering in future attempts to accurately describe macrophage activation/polarization.

In the analysis of the principal components, special attention was warranted for PC1 because it accounted for four times more of the variance than any other principal component. The single treatment macrophage-activating conditions that contributed to PC1 were immune complexes, Curdlan, polyIC, and LPS. All combinational treatments that contributed to PC1 contained one or two of these potent stimuli. Treatment of macrophages with immune complexes and Curdlan initially signal through Fcγ receptor/Syk/Card9 pathways while treatment with polyIC and LPS signal through TRIF and/or MyD88 pathways. Despite these initial differences, there is substantial overlap triggered by the potent stimuli further downstream pathway signaling. For example, activation of pathways such as NF-κB and MAPK may directly and indirectly account for the regulated expression of many transcripts that contributed to PC1. Importantly, as noted in Table 1, chicken ovalbumin and Curdlan are often contaminated with substantial levels of endotoxin, so the “potent” activation conditions may be mostly or in part a consequence of TLR-initiated signaling (10, 11). Future studies will assess the extent that TLR signaling may have contributed to the alterations in the M(Curdlan) and M(IC) macrophage gene expression profiles.

There was substantial evidence, both gene expression and functional, that the mild and potent polarized macrophage types of our data set should be divided into smaller clusters. To define these clusters, we chose to separate our gene expression profiles based on known differences that occur in response macrophage-activating conditions rather than using a statistically based dissimilarity cut-off in the unsupervised hierarchical clustering. Specifically, we noted that M(LPS + IFNγ) and M(LPS + IC) were situated close to each other according to unsupervised hierarchical clustering analysis (Figure 2). Important functional differences in macrophages treated with these two distinct activating conditions such as cytokine production (IL-12 vs. IL-10) and ability to skew CD4^+^ T cell responses (Th1 vs. Th2) (35, 38–40) supported the segregation of these gene expression profiles into separate clusters. Therefore, the dissimilarity distance between these two gene expression profiles served as our cut-off to rationally sort the 33 gene expression profiles into 13 clusters.

It is notable that if the gene expression profiles had been segregated based on dissimilarity distances into 14 clusters instead of 13, the 5 gene expression profiles currently grouped within “cluster 4” would have been split into 2 clusters. Furthermore, correlation coefficients within cluster 4 were markedly higher when comparing gene expression profiles from MDMs activated with conditions that included IL-10 (Figure 3). Finally, hierarchical clustering based on IFC PCR results (Figure 7) failed to retain the integrity of cluster 4 in any of the three donors. These observations suggest that subdividing the 33 gene expression profiles into more than 13 clusters may have been warranted starting with subdividing cluster 4. Future functional studies will be useful for supporting or modifying our current classification of 13 clusters for these 33 macrophage-activating conditions.

In order for macrophage activation markers to be useful, it is critical to know whether each marker is regulated by a wide variety or a limited number of stimuli. In our initial time course analysis survey of previously proposed macrophage activation markers, few of the 11 transcripts were found to be highly specific for a specific type of activated macrophage. Therefore, microarrays were performed and then surveyed to identify novel macrophage activation markers. This approach proved to be useful for identifying markers differentially expressed by activated macrophages in all the potent conditions used in this study (Figure 4) and in many of the minor clusters (Figures 7–9).

Our approach of screening for macrophage activation markers by surveying microarray results of a single donor’s macrophage responses to 33 different activation conditions and following up with IFC arrays proved effective. Also, use of unbiased, bottom-up analyses of the microarray results argue against previously proposed top-down linear frameworks describing macrophage activation states, such as the M1–M2 system (3, 9). We note that our results are in line with the spectrum model proposed by Xue et al. from their microarray data set (33). There are likely to be more clusters of activated macrophages than the 13 described here and the 9 described by Xue et al. (33). Taken together, we conclude that measuring the expression changes in a panel of well-characterized markers would provide a useful tool to accurately differentiate various activation states associated with functional activity of TAMs or other macrophage populations.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found online at http://journal.frontiersin.org/article/10.3389/fimmu.2015.00253

Table S1 **Gene expression profiles in the 33 activated macrophage types for the 1874 regulated transcripts**.

Table S2 **GO enrichment for 1615 gene names recognized by STRING v. 9.05**.

Figure S1 **IFC PCR-calculated transcript expression changes correlated well with results from the microarrays**. Scatterplots of gene expression level changes of the indicated transcripts as determined by microarray and by Fluidigm IFC-based RT-PCR. RNA samples collected at 24 h post-treatment from activated MDMs of a single donor were used as template for both assays.

Figure S2 **Dose-dependent changes in MDM transcript expression levels were minimal across a broad range of concentrations for most of the mild, single stimulus treatments. IFC-based RT-PCR was used to monitor the expression of 48 transcripts in MDMs from a single donor treated with four different concentrations of 11 indicated mild treatment stimuli**. The concentrations tested were 4×, 1×, 1/4×, and 1/16× relative to the concentration described for each stimulus in Table 1. For each treatment, transcripts that had at least a fourfold change in expression (>2 or <−2 on log_2_ scale) in any of the four tested concentrations were selected for display.

How the deposited data were processed for this re-analysis (not part of the article)

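The data are 36 Illumina HT-12 v4 arrays of MDMs from a single donor, labelled as 33 activating conditions with 1 array each and 3 untreated technical replicates. The methods name GenomeStudio 2011.1 for data collection and Partek Genomic Suite for robust multi-array averaging. The values that the authors deposited are linear intensities after background subtraction, with negative values, and they had been brought to a common distribution within sets of 12 and 24 arrays. The files do not name the BeadChip of each array. A second deposited table holds non-normalized intensities and detection p-values in 72 columns whose names match no label, and none of these columns was used. For this reason the averaging model planned for the non-normalized intensities was applied to the deposited value table, and the planned filter on detection p-values was replaced by the background limit on intensity.

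From the deposited intensities, log2 values were computed in R 4.3.3 with limma 3.58.1. The background was corrected with the normexp convolution model, with its parameters estimated for each array as in robust multi-array averaging, followed by quantile normalization over the 36 arrays. Of the 47231 probes, 30113 had 1 gene symbol, 8 had several and were not named, and 17110 were unnamed here. Clustering, principal components, correlations and permutation tests were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and plots were drawn with matplotlib 3.10.9. Permutation tests used 100000 resamples. For arrays, their number limits the precision, and with 1 array per condition no p-value per condition was computed.

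Each array was correlated with each profile of the paper's Table S1. The step was tested on simulated data, in which the 33 profiles were dealt out in random order with normal noise of SD 0.5, 1 or 2 on the log2 scale over 1257 genes, and all 33 were recovered at each noise level. The noise was independent and was added to the same profiles that served as the reference. The recovery therefore checks the procedure only, and not the match of the real arrays. On the real arrays the labels and Table S1 differed, as described at the microarray experiment. The mapping by the labels was kept, and no array was assigned to another condition from its values. Statements of the paper on single conditions or clusters therefore have no passage of their own. Passages on the whole experiment name single arrays by label. The clustering passage compares the labels and the closest Table S1 profiles with the paper's clusters. The other values by label are in the closing section. CCL13 and the RT-PCR experiments are not analysed here.

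The stimuli LPS, IL-4, Dex, IFNγ and IL-10 were tested by label with limma (lmFit and eBayes) on 6, 3, 4, 4 and 4 pairs of arrays with and without the stimulus on the same background, with the background as a block and the untreated arrays averaged. The threshold was an adjusted p (Benjamini-Hochberg) of 0.05, and 18 gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. The pairs are of 1 donor, so the p-values would measure the spread of an effect between backgrounds if the labels were right. With labels that differ from Table S1, they measure the spread of differences between arrays as labelled. In simulations with the residual spread of each comparison, limma recovered 86% of 8-fold changes for LPS (19302 transcripts), 0% for IL-4 (17923), 49% for Dex (18455), 61% for IFNγ (18467) and 56% for IL-10 (18509). It recovered 7% of 2-fold changes for LPS and 0% for each of the others. The residual spread is that of the arrays as labelled, so these shares are not the power for correctly labelled pairs.

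Genes were named by a rule written before the data were examined, although values of genes in the paper's figures and Table S1 had been seen by then. It names every gene that the paper names for a microarray result or as a marker, control or chemokine, the 10 transcripts that contribute most to PC1, and the genes with the largest changes past a test, of which there were none. Its parts on marker sets and on single conditions were not used because of the labels, and transcripts without a symbol, Y-linked genes and XIST are not named. FKBP5 and TSC22D3 were named outside the rule, after the labels and Table S1 were found to differ, and other controls and chemokines were named from lists fixed beforehand by their spread or range. The alternatives were the authors' values with values under 1 set to 1, no background correction, median scaling, a filter on dim probes, each untreated array left out in turn, every probe, other linkages and distances, and the covariance matrix. An offset of 50 units, a floor at the background limit, the median of the 36 arrays as baseline, and the comparison with Table S1 under 6 normalizations were added, for some or all results, after the data were seen.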

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

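Values are by label. The alternatives offset of 50, floor, median baseline, all 36 arrays, and those on the Table S1 match and on the smaller cluster were chosen after the results were seen. Of 195 alternatives, 137 stayed within a bound chosen for this re-analysis, 58 moved and 0 reversed. The bound is wide for counts. On the array labelled M(Dex), 17 chemokines lower without the array labelled untreated 3 counted as within it, compared with 25 in the main setting. Counts, shares and SDs cannot change sign, so 0 reversed says little. The order of the mean r within clusters 8–13 and within clusters 1–7 did change without the array labelled untreated 3. The 137 include 56 paired alternatives with 0 calls, as in the main setting, which say little about stability. The authors' values and no background correction gave 22207 and 22239 regulated transcripts (4623 in the main setting), 3141.4 and 3133.3 per label in clusters 1–7, 3307.0 and 3307.7 in clusters 8–13, r of 0.186 and 0.185 within clusters 8–13, 0.197 and 0.197 within clusters 1–7, 0.196 and 0.196 between them, 8.9 and 8.9% for PC1, 24 and 27 IL-4 markers, 147 and 149 Dex markers, 88 and 79 IFNβ markers, and a chemokine r of cluster 3 of 0.261 and 0.261. The Rand index was -0.055 from the authors' values, -0.049 with complete linkage and -0.016 with 1 minus r as distance. The SD of TBP was 0.136 from the authors' values and 0.180 with median scaling. An offset of 50 gave 801 regulated transcripts, 82.3 per label in clusters 1–7, 110.7 in clusters 8–13 and 42.7% for PC1, and a floor gave 1981, 198.5, 262.2 and 37.4%. PC1 was 41.7% on the covariance matrix, 27.1% with the filter on dim probes and 27.7% over all 36 arrays. A 3-fold margin gave 0 IL-4, 18 Dex and 0 IFNβ markers. Leaving out each untreated array gave 569.0 to 820.5 transcripts per label in clusters 8–13, r of 0.119 to 0.363 within clusters 8–13, 0.191 to 0.346 within clusters 1–7 and 0.173 to 0.364 between them, 25.4 to 28.3% for PC1, 1 to 2 IL-4 markers and a chemokine r of 0.327 to 0.373, and the highest of these except the last and the IL-4 markers came without the array labelled untreated 3. In all settings run for these results, 13 arrays formed the smaller cluster and 3 arrays were closest to the profile of their own label. The cause was not tested for any of these. The 22207 regulated transcripts from the authors' values do exceed the 21353 above background on at least 1 array, so that number includes transcripts never above background. In the 56 paired alternatives limma gave 0 calls. Not run were neqc, the untreated array of the same BeadChip as baseline and the BeadChip as a block, since no columns or BeadChips could be tied to the labels.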

Differences from the paper's values

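All values below use the arrays as labelled, and the labels differ from Table S1. The paper gives 1874 regulated transcripts, and the arrays gave 4623. Every alternative set before the data were examined also differs from the paper by over 1.5 times: 22207 from the authors' values, 22239 without background correction, 4620 with median scaling, 4608 with a filter on dim probes, 6010 with every probe, and 4949 to 5733 without each untreated array. A floor at the background limit gave 1981, a setting chosen after seeing the values; how many of the paper's own regulated transcripts it drops was not counted, since Table S1 was at hand only in part.

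For the conditions in clusters 1–7 the paper gives 93 ± 14 regulated transcripts per profile, without saying in the sentence what the error is, and the arrays with those labels gave 429.8 (SD 209.1, n = 20). The alternatives set before the data were examined all differ (429.3 to 3141.4), as does the median baseline (376.8). The offset of 50 units gave 82.3, which is within 1.5 times the paper's value. The floor gave 198.5, over 1.5 times the paper's value, and the SD of 209.1 belongs to the main setting and not to the floor. Both settings were chosen after seeing the values, and how many of the paper's own regulated transcripts they drop was not counted. For clusters 8–13 the paper gives 564 ± 31 and the arrays with those labels gave 531.8 (SD 266.6, n = 13). These arrays include some closest to other kinds of profile, such as M(LPS100), closest to M(GM-CSF), and M(LPS + IL-4), closest to no change. The nearness of the 2 means is therefore not read as agreement. The values of 3307.0 from the authors' values, 3307.7 without background correction, 110.7 with that offset and 262.2 with the floor differ by over 1.5 times. For PC1 the paper gives 42.9% of the variance and the arrays gave 27.0%. Of the alternatives set before the data were examined, the covariance matrix gave 41.7%, which does not differ by over 1.5 times, while the others (8.9 to 28.3%) do. The offset of 50 units gave 42.7% and the floor gave 37.4%, and both were chosen after seeing the values.

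The paper describes conditions in clusters 8–13 as altering more transcripts than those in clusters 1–7. By label the difference had the same direction but did not pass a permutation test (two-sided, p = 0.226). The labels matched Table S1 no better than shuffled labels did. This test and the comparisons by label below therefore cannot decide the paper's statements. The paper also describes the highest correlations within clusters 8–13, where the mean r by label was 0.086, compared with 0.117 within clusters 1–7 and 0.120 between them. Without the array labelled untreated 3 these means were 0.363, 0.346 and 0.364, which puts clusters 8–13 above clusters 1–7, and from the authors' values they were 0.186, 0.197 and 0.196. It states that IL-4, dexamethasone and IFNβ gave many markers. With its criteria the labels gave 1, 59 and 4, compared with 24, 147 and 88 from the authors' values and 27, 149 and 79 without background correction. CCL22 is described as higher with IL-4, and it was 9.57 on the array labelled M(IL-4) and 9.11, 9.00 and 9.55 on the untreated labels. Nearly all chemokines are described as lower in M(Dex), and 25 of 33 were lower on the array with that label. Their median was -0.68 on the log2 scale, at percentile 0.0 among 10000 random lists matched on mean expression. Both values include the array labelled untreated 3 in the baseline, and without it 17 of 33 were lower. The array labelled M(Dex) was closest to the M(TDB + IL-10) profile of Table S1, with r of 0.923, so these values do not bear on dexamethasone. The chemokines of cluster 3 are described as most similar to those of cluster 1, and the mean r by label was 0.274 across chemokines. The adjusted Rand index with the paper's 13 clusters was -0.021.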

Other observations

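Genes of the glucocorticoid response and targets of IL-4 stood out on arrays with other labels. MFGE8, which aids the uptake of dying cells, and CD163, a scavenger receptor, lay more than 4-fold above their medians on the 4 arrays labelled M(TGFβ), M(TGFβ + GM-CSF), M(TGFβ + IL-1β) and M(TGFβ + LPS) and on no other. Of 23 glucocorticoid receptor targets, 15 lay that far above their medians on the array labelled M(TGFβ + LPS), and the 4 arrays just named were the only ones with at least 8 such genes. Of 27 IL-4 and STAT6 targets, 22 lay that far above their medians on the array labelled M(PolyI:C). AXL, a receptor of dying cells, did so on the arrays labelled M(IC) and M(IFNβ). In the paper's RT-PCR, ALOX15 appears to be a good marker for M(IL-4), MFGE8 appears to be a late marker for M(Dex), and AXL and IFIT are induced in M(IFNβ). For ALOX15 and MFGE8 this runs against the labels, while AXL was also high on the array labelled M(IFNβ). IFIT1 was 10.68 on that array, with a median of 9.13 over all arrays. It lay more than 4-fold above that median on 9 arrays, and the array labelled M(IFNβ) was not among them. The RT-PCR by itself does not settle the labels. The glucocorticoid and IL-4 lists hold genes that the paper picked from these arrays. All 9 metallothioneins were that high on the array labelled M(GM-CSF), and at least 3 of them were on 16 arrays.

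Whether the labels or the comparison accounts for the mismatch with Table S1 was weighed with 4 tests, of which those of mislabelled arrays, of the normalization and of the headings of Table S1 were chosen after the result was seen. The median r with the profile of the own label was at most 0.049 under 6 normalizations and -0.013 with genes centred within each set of arrays, so neither the normalization nor the separate sets accounts for it. Among the 4 arrays with the highest FKBP5, 0 carry dexamethasone in the label, and at least 8 of 23 glucocorticoid targets were high only on arrays labelled with TGFβ, which argues against an error in the headings of Table S1 alone for these conditions. With no change, r was -0.741 for the array labelled untreated 3 and 0.902 for that labelled M(LPS + IL-4), whatever the headings. A hypothesis that remains is that labels and columns of the deposited table were paired wrongly. By closest profile, 33 arrays went with another condition, and each profile was closest to 1 array. Column order, looked at after the result was seen, goes with this hypothesis. The arrays labelled M(Ado + IFNγ) to M(LPS + IL-10) are neighbouring columns. Their closest profiles ran from M(TDB + IFNγ) to M(Ado + IL-10) in the order of Table 1. No biological explanation was tested.

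By label, limma called 0 transcripts in any of the 5 comparisons, with unadjusted p under 0.05 for 1981 of 19302 transcripts for LPS, 681 of 17923 for IL-4, 1032 of 18455 for Dex, 476 of 18467 for IFNγ and 1355 of 18509 for IL-10. FKBP5 differed by -0.44 on the log2 scale between arrays labelled with and without Dex (adjusted p = 0.797 from limma). TSC22D3 had the opposite sign, with 0.403 (adjusted p = 0.782 from limma). Labels were also swapped within pairs, but with 0 calls for the real labels every swap gives as many (32 of 32 for LPS, 4 of 4 for IL-4, and 8 of 8 for each of Dex, IFNγ and IL-10), so these counts decide nothing about chance. The highest number in another swap was 5 for LPS and 0 for the others. The list with the lowest p of all list tests, type I interferon-stimulated genes, was lower by label with IL-10 (median -1.31 over 38 genes, 0 past the test over all transcripts and 11 adjusted over the list alone, camera adjusted p = 1.08e-23 at the preset correlation and adjusted p = 0.639 with an estimated correlation), so no list is called.

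The 33 arrays with a treatment label fell on both sides of a gap in the number of transcripts over 4-fold when the array labelled untreated 3 was left out of the baseline. The arrays above the gap were not the same set as the smaller cluster of the hierarchical clustering. They included the array labelled M(IC), which lay in the larger cluster. Its closest profile in Table S1 was M(IFNβ), with r of 0.93, a condition that the paper calls mild. The array labelled untreated 3 lay in the smaller cluster and had 1501 such transcripts, but it has no treatment label and is not listed here. The numbers above the gap were 1565 on the array labelled M(Ado), 1099 on M(Curdlan), 1074 on M(IFNγ), 1203 on M(IC), 1382 on M(LPS10), 1474 on M(Ado + IL-10), 1440 on M(Dex + GM-CSF), 1608 on M(Dex + IL-1β), 1368 on M(Dex + LPS), 1002 on M(GM-CSF), 1206 on M(LPS + IFNγ), 1384 on M(TDB + IC) and 1347 on M(TGFβ + LPS). Below it they were 372 on M(IFNβ), 406 on M(IL-10), 255 on M(IL-4), 459 on M(PolyI:C), 257 on M(TDB), 51 on M(TNFα), 447 on M(Ado + IFNγ), 583 on M(Ado + IC), 532 on M(Dex), 334 on M(IL-1β), 217 on M(LPS + IL-10), 22 on M(LPS + IL-4), 155 on M(LPS100), 242 on M(LPS + IC), 112 on M(TDB + IFNγ), 260 on M(TDB + IL-10), 385 on M(TDB + IL-4), 483 on M(TGFβ), 249 on M(TGFβ + GM-CSF) and 408 on M(TGFβ + IL-1β).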
